A study of Mus musculus with 6 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

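The data are RNA-seq libraries of dissected tailbud from 6 mouse embryos with 8 somites, 3 WT and 3 homozygous for MommeD43. Groups, replicate numbers and sexes were taken from the sample labels. The labels' source field names neural stem cells, whereas the tissue field and the titles name tailbud, and the latter was followed here. According to the study's methods, reads were trimmed with TrimGalore and Cutadapt and mapped with hisat2 to GRCm38. They were quantified per gene with the RNA quantitation pipeline of SeqMonk. The deposited table holds log2 RPKM, which the authors made as log2 of the reads of a gene divided by its exon length and by the size of the library. The authors' mean column of each group equalled the mean of its 3 columns and was not used.

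The tests, gene sets, naming rule and first alternatives were chosen before the data were examined, and these tests assumed read counts. The study had described lower posterior Hox genes from these same libraries, so the posterior set was not chosen independently of the values. The table held log2 values, so limma was used in their place. The planned count models (a quasi-likelihood test, an exact test and a Wald test) were not run, and the planned choice of a prior count was replaced by the choice of a pseudocount.

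The table has 35591 rows, and 35555 matched a gene of GENCODE M21 by its identifier, which gave the length of merged exons. Coordinates were identical to that annotation for 99.4% of matched rows. Whole reads were recovered by multiplying RPKM by exon length and library total. Genes without a read sat at the value of 0.9 read, which gave the library totals. Of 106467 values above that level, 98.5% were whole numbers of reads within 0.02. As the level of an undetected gene depends on library depth, the 14621 genes without a read in any library showed a difference of 0.36 on the log2 scale between groups (1.28-fold) that carries no biology, and these genes were left out. The number of values from unassigned columns was 0. Symbols of 27 rows had been turned into dates by a spreadsheet, and identifiers were used for matching. Where an identifier was repeated (49 rows), the row with the highest mean was kept.

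Genes were kept where at least 3 libraries reached the depth-scaled count (CPM) that 10 reads make in a library of median size, with at least 15 reads in all. This left 14133 genes, of which 13616 were autosomal. Library totals ranged from 10957916 to 47298348 reads. Exact (Clopper-Pearson) 95% confidence intervals were computed from recovered reads and cover counting error only, and 3 reads were taken as the floor of a library.

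Fold changes are MommeD43 against WT on the log2 RPKM scale. Autosomal genes were tested with limma 3.58.1 (R 4.3.3), with a mean-variance trend, on the deposited log2 RPKM values without a pseudocount, and adjusted by the Benjamini-Hochberg method. All p-values from limma are two-sided. Gene sets were tested with its fry function, and adjusted over 6 sets. The fry value depends on the order in which libraries are given. An initial fit in another order, that of the deposited columns, put the posterior Hox set under 0.05. Once this dependence was noticed, the order of the sample table, which had been fixed with the design, was taken for all reported values, and all 720 orders were run. X-linked genes were tested in a fit with a coefficient for each sex and genotype. The SD ratio of Hoxa6 and Hoxd10 was set against the 500 autosomal genes closest in mean expression. The rule for naming genes, part of the design, was: Smchd1, Xist and 4 Y-linked genes, Hoxa6 and Hoxd10, Hox genes with an unadjusted p under 0.05, and, where no autosomal gene passed, the 5 genes with the smallest p in each direction among those with non-overlapping groups. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

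The code was tested on simulated data, drawn from the real means and library sizes with 200 genes changed 2-fold among 13616. limma recovered 90.5% of the changed genes with 5 calls among unchanged genes, and made 0 calls when no gene was changed. Of 200 unchanged sets of 12 genes, 4% had an unadjusted fry value under 0.05, and of 200 sets with a log2 fold change of -0.40, 100% did. The simulated spread was the median of 10955 well-covered genes, below that of the genes that vary most between these embryos. Genes were drawn independently of each other, so the simulated sets lacked correlation between genes, and these rates need not hold for the Hox sets. Scaling factors were recovered to 0.00584 (TMM) and 0.00605 (median ratio) on the log2 scale over 14133 genes.

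Alternatives listed with the design were median-ratio scaling, other filters, sex as a covariate, the replicate block, females alone, each library left out, voom with sample quality weights, camera, another definition of posterior genes, and other measures for single genes. Alternatives added after seeing the data were TMM scaling, pseudocounts of 0.1 and 1 RPKM, voom on recovered reads, and for sets a mean-variance trend in fry, the median over all 720 orders of the libraries, and roast with 99999 rotations. On recovered reads, voom called 0 autosomal genes, with 434 at an unadjusted p under 0.05. Marker lists for tailbud progenitors, presomitic mesoderm, primitive blood and yolk sac, and further lists, were written without sight of the values, and a list for decidua and trophoblast afterwards, from genes that varied. Variants in the reads were not analysed here.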

Results

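RNA was sequenced from tailbud tissue, which contains the presomitic mesoderm and the progenitors of the vertebral column, dissected from mouse embryos with 8 somites. Libraries came from 3 wild-type embryos (Smchd1 +/+, called WT) and 3 embryos homozygous for MommeD43, a missense allele of Smchd1 that arose in a chemical mutagenesis screen. SMCHD1 is a chromatin protein involved in X inactivation and in silencing of clustered genes. All embryos were on the FVB/NJ background. In each group replicate 1 was male, and replicates 2 and 3 were female. The labels give the males of both groups the same mother, and each of the 4 females a different mother. Each library was a separate embryo, and no pair of libraries agreed within sampling noise. The mean chi-square per gene between recovered reads of library pairs ranged from 4.69 to 30.1, where sampling noise alone gives a value near 1. The library totals recovered from the values were 36617081, 23622033 and 16621319 reads for WT replicates 1, 2 and 3. They were 10957916, 47298348 and 13088211 reads for MommeD43 replicates 1, 2 and 3, so that the deepest library held 4.32 times the reads of the shallowest.

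Smchd1 itself was examined first. The gene (ENSMUSG00000024054) lies on chromosome 17 from 71344489 to 71475343 in GRCm38, and MommeD43 is a missense change in its coding sequence. Its expression was 8.07 ± 0.672 RPKM in WT embryos and 7.58 ± 0.3997 RPKM in MommeD43 embryos (SD, n = 3 each). The log2 fold change of -0.09 had a standard error of 0.09 and was within the spread between replicates (limma, Benjamini-Hochberg adjusted p = 0.999). The genotype labels could not be checked from the transcript level of a missense allele, and variants were not analysed here.

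The sex labels were examined with Xist and 4 genes of the Y chromosome. Xist, at 103460366 to 103483254 on chromosome X, reached 39.2 and 39.9 RPKM in the WT females and 27.3 and 33.1 RPKM in the MommeD43 females. It was at 0.0137 RPKM in the WT male (9 reads). In the MommeD43 male it was at 0.0153 RPKM, which rests on 3 reads and equals the floor. Ddx3y was at 10.5 and 11.5 RPKM in the WT and MommeD43 males, Kdm5d at 2.82 and 2.77 RPKM, and Uty at 3.10 and 3.17 RPKM. Eif2s3y held 2133 and 693 reads in these males. None of these 4 genes had a read in any of the 4 female libraries, which allows up to 0.0441 RPKM of Ddx3y in the shallowest of them (3 reads).

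The first question was whether the MommeD43 variant changes gene expression across the autosomes. Of 13616 autosomal genes tested with limma, 0 passed an adjusted p of 0.05. At an unadjusted p under 0.05 there were 324 genes, of which 191 were higher and 133 lower in MommeD43, where 680.8 are given by chance. The smallest adjusted p was 0.999. Groups did not overlap for 964 genes, or 7.08% of those tested, against the 10% that chance gives for 3 against 3. The choice of libraries moved this result most: with females alone (2 against 2), 10 genes passed.

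Among genes with non-overlapping groups, the 5 with the smallest p in each direction were named, and each had an adjusted p of 0.999 (limma). Sap30l (chromosome 11, 57801637 to 57810217) was higher in MommeD43 by a log2 fold change of 0.35 ± 0.08 (SE). Tnnc1 (chromosome 14, 31208312 to 31211729) was higher by 1.01 ± 0.23. The lincRNA Gm20186 (chromosome 6) was higher by 1.04 ± 0.24, and genes on the other strand cover 81.4% of its exons, so its value is uncertain. The remaining genes that were higher, Gm49354 and Pagr1b, with log2 fold changes of 0.27 and 0.26, share 100% of their exons with other genes on the same strand, so their values are uncertain. In the other direction, Mkrn3 (chromosome 7, 62417593 to 62420139) had a log2 fold change of -0.58 ± 0.15, and Gm6356 (chromosome 14) had -1.51 ± 0.35 on a mean of 29.5 reads per library. AC141477.1, Gm45846 and AC115631.1 had log2 fold changes of -0.57, -0.74 and -0.21, and share 56.4%, 90.8% and 95.1% of their exons with other genes on the same strand.

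Hox genes were the focus of the design, since SMCHD1 occupies the Hox clusters and MommeD43 alters the skeleton. Of the 39 Hox genes, 35 had enough reads to be tested. None passed an adjusted p of 0.05, either over all autosomal genes or adjusted over the list alone (0 genes in both cases, smallest value over the list 0.285). An unadjusted p under 0.05 was obtained for 3 Hox genes, Hoxa6, Hoxc10 and Hoxd13, all lower in MommeD43.

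Hoxa6 (ENSMUSG00000043219) lies on chromosome 6 from 52206288 to 52208722 on the minus strand, and its exons overlap no exon of another annotated gene. The annotated span of Hoxa3 on the same strand, from 52169062 to 52213336, contains it, so reads from Hoxa3 introns were not excluded. Hoxa6 was at 2.26 ± 0.206 RPKM in WT and 1.18 ± 0.889 RPKM in MommeD43 embryos (SD, n = 3 each). The log2 fold change was -1.19 ± 0.43 (SE, adjusted p = 0.999, limma). In WT replicates 1, 2 and 3 the gene held 65, 50 and 34 reads, or 2.03, 2.42 and 2.34 RPKM. In MommeD43 replicates 1 and 3 it held 6 and 8 reads, or 0.626 and 0.699 RPKM, with exact 95% confidence intervals (Clopper-Pearson) of 0.230 to 1.36 and 0.302 to 1.38 RPKM. In MommeD43 replicate 2, the deepest library, it held 91 reads or 2.20 RPKM, with an interval of 1.77 to 2.70 RPKM, so that the groups overlapped. The intervals and floors cover counting error only. The log2 fold change ranged from -1.77 without MommeD43 replicate 2 to -0.86 without MommeD43 replicate 1. Without MommeD43 replicate 2, Hoxa6 passed 0.05 when adjusted over the list alone, but not over all genes (adjusted p = 0.347, limma).

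Hoxd10 (ENSMUSG00000050368, chromosome 2, 74691924 to 74695105) was at 1.39 ± 0.160 RPKM in WT and 0.797 ± 0.429 RPKM in MommeD43 embryos (SD, n = 3 each). The log2 fold change was -1.001 ± 0.46 (SE, adjusted p = 0.999, limma), and each MommeD43 library was below each WT library. The value depended on MommeD43 replicate 1, in which the gene held 6 reads, and was -0.40 without it. Hoxc10 (chromosome 15, 102966796 to 102971893) was at 3.66 ± 0.342 RPKM in WT and 2.46 ± 0.534 RPKM in MommeD43 embryos, a log2 fold change of -0.59 ± 0.18 (SE). Hoxd13 (chromosome 2, 74668310 to 74671599) was at 2.11 ± 0.547 RPKM and 1.32 ± 0.211 RPKM, a log2 fold change of -0.66 ± 0.22. The groups did not overlap for Hoxc10 or Hoxd13. Other genes on the same strand cover 8.70% of the Hoxc10 exons and 5.73% of the Hoxd10 exons.

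**Figure D1:**
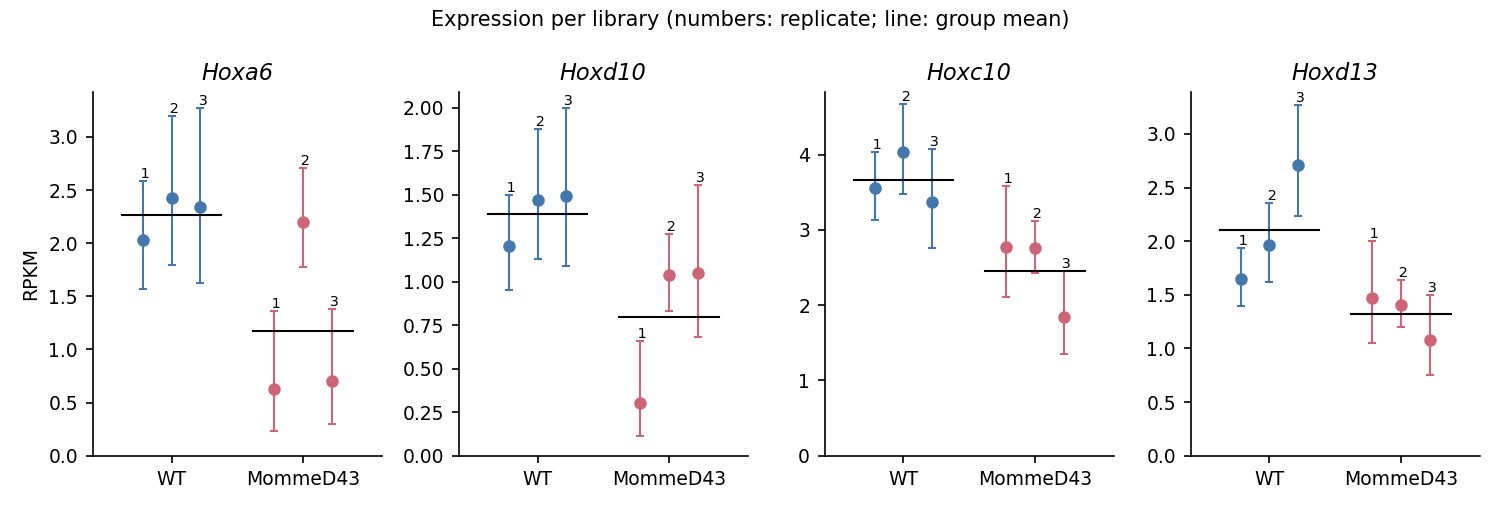
Expression in RPKM (y axis, from 0) of Hoxa6, Hoxd10, Hoxc10 and Hoxd13 in each WT and MommeD43 library (points numbered by replicate), with exact 95% confidence intervals of the reads as bars and group means as lines. MommeD43 replicate 2 sits at 2.20 RPKM of Hoxa6, among the WT libraries, and replicates 1 and 3 sit at 0.626 and 0.699 RPKM.

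Hox genes were then tested as sets, divided by paralogue group, with the fry test of limma and adjustment over 6 sets. The study had already described posterior Hox genes as mildly lower in these libraries, so the test of the posterior set is not independent of that description. The 12 posterior genes tested (groups 9 to 13) had a median log2 fold change of -0.35, and 9 of them were lower in MommeD43. The size of this median depended on single libraries, and was -0.21 without MommeD43 replicate 2 and -0.23 without WT replicate 1. All 3 MommeD43 libraries lay below each WT library in the median deviation of the set. The adjusted p was 0.0506, which did not pass the threshold of 0.05. This value depended on the order in which the 6 libraries were given to the test, a property of its variance estimate: with the libraries in the order of the sample table it was 0.0506, and over all 720 orders it ranged from 0.00379 to 0.0764 and was under 0.05 in 672. Across the processing alternatives it ranged from 0.00148 with a preset correlation between genes to 0.405 without WT replicate 2. The 8 anterior genes (groups 1 to 3) had a median of 0.11 and an adjusted p of 0.429. The 15 central genes (groups 4 to 8) had a median of 0.03 and an adjusted p of 0.943, and all 35 genes together had a median of 0.02 and an adjusted p of 0.943. Across the 35 genes, the log2 fold change fell with paralogue group (Spearman's rho = -0.56 across genes, which are not independent replicates). Without MommeD43 replicate 2 the rho was -0.33. Hoxd3 and Hoxd4 share 62.3% and 52.3% of their exons with other genes on the same strand, so their values are uncertain.

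**Figure D2:**
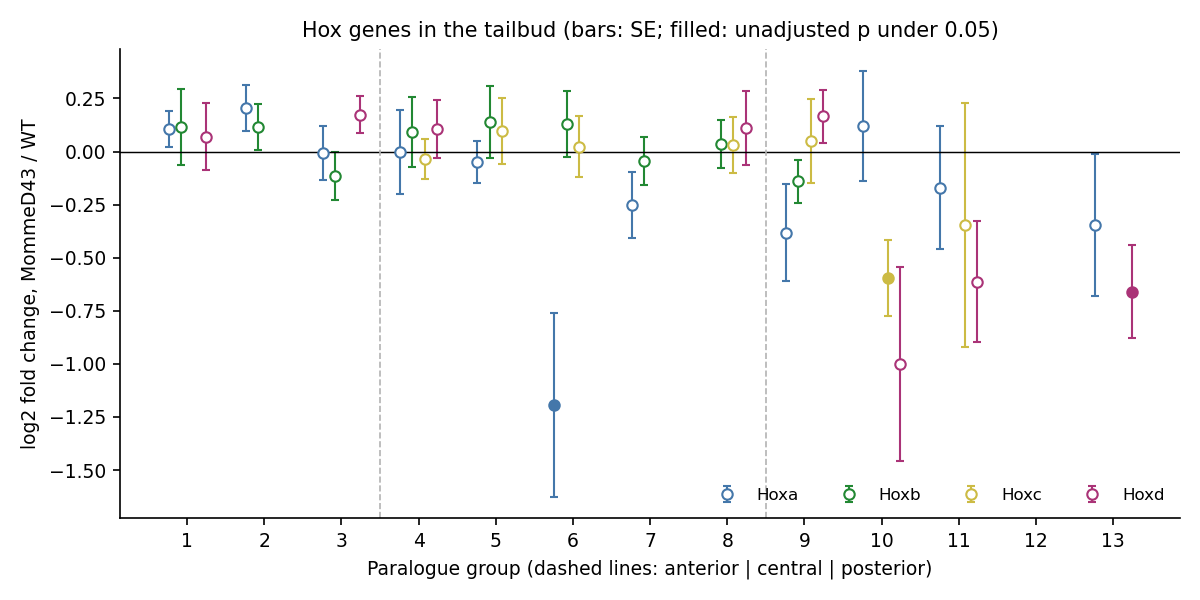
Log2 fold change of MommeD43 against WT (y axis) for the 35 tested Hox genes by paralogue group (x axis) and cluster (colour), with standard errors as bars and filled points for an unadjusted p under 0.05. Of the 12 genes in groups 9 to 13, 9 lie below 0, and Hoxa6 lies lowest at -1.19.

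Variability among replicates was compared for the pair of Hox genes that the study singled out from these libraries, so that their selection is not independent of the values. The SD of log2 RPKM for Hoxa6 was 0.13 in WT and 1.004 in MommeD43 embryos, a ratio of 7.46. This lay at percentile 98.4 of the 500 autosomal genes closest in mean expression, whose median ratio was 1.07. For Hoxd10 the SD was 0.17 in WT and 1.03 in MommeD43 embryos, a ratio of 5.99 at percentile 97.2. Both lay above the threshold percentile of 95. Each fell under that threshold in 3 of the 6 fits that left out 1 library. Without MommeD43 replicate 2 the ratio for Hoxa6 was 0.834, at percentile 41.8, and without MommeD43 replicate 1 the ratio for Hoxd10 was 0.0886, at percentile 5.2. Without WT replicate 2 or 3 the percentiles were 90.4 and 89.0 for Hoxa6, and 84.2 and 88.0 for Hoxd10. With log2(RPKM + 1) the percentile of Hoxd10 was 92.6.

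Further SMCHD1 target clusters were tested in the same family. The 34 clustered protocadherins tested, of 56 on chromosome 18, had a median log2 fold change of 0.00 and an adjusted p of 0.943 (fry), and many of these genes share exons, so that they are not independent. Most Pcdha genes had the same mean of 38.5 reads and the same log2 fold change of 0.10, and most Pcdhg genes had similar mean reads (2505 for Pcdhga1). The set thus mostly reflects exons shared within Pcdha and within Pcdhg. Genes of the Pcdhb group were not among those tested. The 7 genes of the Snrpn cluster on chromosome 7 had a median of -0.06, 4 of them were lower, and the adjusted p was 0.229. The median changed sign with the libraries used, and was 0.00 without WT replicate 2 and 0.02 without WT replicate 3. With sex as a covariate the median stayed at -0.06 and the adjusted p was 0.0306, which passed 0.05. Within the cluster the log2 fold changes went from -0.58 for Mkrn3 and -0.49 for Peg12 to 0.18 for Magel2.

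Because only females carry an inactive X chromosome, X-linked genes were compared between the MommeD43 and WT females, 2 against 2. The 506 X-linked genes tested had a median log2 fold change of -0.04, against 0.01 for autosomal genes, and 296 of them (58.5%) were lower in MommeD43. The set did not pass 0.05 (fry within limma, 0.0862, a single test without adjustment). Over the 720 orders of the libraries it ranged from 0.0423 to 0.0862 with a median of 0.0487, and was under 0.05 in 480, so that the value given is the highest of them. It was 0.792 with all 6 libraries and sex as a covariate. Of the single X-linked genes, 2 passed an adjusted p of 0.05 over the X-linked genes in the females (limma), and 62 had an unadjusted p under 0.05. These were Cldn2 (139800828 to 139811386), with a log2 fold change of -1.78 and an adjusted p of 0.00905, and S100g (162961992 to 162964599), with -2.55 and 0.0130. Both were named after their values were seen, and in the male pair they were higher in MommeD43, by 1.71 and 1.12. Both were highest in MommeD43 replicate 1 and lowest in MommeD43 replicates 2 and 3. The yolk sac marker list had the same order, with median deviations of 1.55, -1.56 and -1.66 in these libraries. RNA of yolk sac in the dissections therefore cannot be excluded as the cause for these genes. In the male pair the median of the X-linked genes was 0.06, with 184 of the 506 genes lower. The difference between the sexes did not pass 0.05 (0.0566).

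The genotype effect was also compared between the sexes for each autosomal gene. At an adjusted p under 0.05 (limma), 33 genes differed between the male pair and the females, and 1467 did so at an unadjusted p under 0.05. There was 1 male per genotype, and 2 residual degrees of freedom. The males had the same mother by the labels, whereas the 4 females came from different mothers.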

Values the study reported

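The study reported that Hoxa6 was the Hox gene most affected in tailbud tissue at the 8-somite stage, with a log2 fold change of −1.3 from n = 3 pairs of embryos.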

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

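Both results here compare the genotype effect in the male pair with that in the females. The test with the blood and yolk sac lists was settled on only after a first value of it had been seen, with 3 lists narrowed to 2.

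The genotype effect differed between the sexes for 33 autosomal genes at an adjusted p under 0.05 (limma), in a design with 1 male per genotype, where the males share a mother and the 4 females do not. All 33 had opposite signs in the male pair and in the females. For 26 of them the effect was more positive in the male pair, and for 7 it was more negative. Ttr, named after its values were seen, was lower in the MommeD43 females (log2 fold change -2.37) and higher in the MommeD43 male (1.90). T, Msgn1 and Evx1, also named afterwards, went the other way, with 0.26, 0.37 and 0.31 in females and -0.65, -0.69 and -0.60 in the male pair. RNA of yolk sac in the dissections is a candidate explanation. Of the 33 genes, 5 were on the 2 marker lists for blood and yolk sac, against 16 of 13616 genes tested (Fisher's exact test, one-sided, p = 2.6e-10, across genes that are not independent). The lists hold 9 genes each, so the count does not show how much of the pattern such RNA could explain. The median deviation of the yolk sac list was -0.12 in the WT male and 1.55 in the MommeD43 male, and the females went the other way. The blood list was low in both males, at -2.02 and -1.76. When every choice of a lone WT and MommeD43 library was tried, 1 of the 9 choices gave as many genes, the male pair itself, and so small a number of choices cannot exclude chance. A different choice, WT replicate 1 with MommeD43 replicate 2, gave 20 genes, and WT replicate 1 with MommeD43 replicate 3 gave 1. The 6 choices without WT replicate 1 gave 0 genes, with 170 to 622 at an unadjusted p under 0.05. At an unadjusted p under 0.05, WT replicate 1 with MommeD43 replicate 2 gave more genes than the male pair. By that measure the male pair was not the most extreme choice. Sex, mother and the amount of other tissue in a single dissection cannot be told apart here, since 1 male per genotype leaves no replicate of them, and a difference between the sexes stays open and untested.

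The posterior Hox genes as a set differed in genotype effect between the male pair and the females with an adjusted p of 0.0258 (fry within limma). The median log2 fold changes were -0.29 in both. The order of the libraries in the set test is a technical explanation for this value: 280 of the 720 orders gave an adjusted p under 0.05, and the values ranged from 0.00457 to 0.147. Of the 9 choices of a lone WT and MommeD43 pair, 2 gave a set value as small. No biological explanation was tested.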

How the results depend on the processing

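The number of autosomal genes past an adjusted p of 0.05 was 0 under each alternative except females alone (2 against 2), which gave 10, with 1185 at an unadjusted p under 0.05. The others had 195 to 935 genes at that level. That fit has fewer samples, and the cause of the change was not tested. It gave 0 Hox genes over all genes and 5 adjusted over the list alone. Without MommeD43 replicate 2, 1 Hox gene, Hoxa6, passed over the list alone and 0 over all genes, with 7 at an unadjusted p under 0.05. The log2 fold changes of Smchd1, Hoxa6 and Hoxd10 and of the 12 other named genes kept their sign in every alternative run. Across the 6 fits that each left out 1 library, the log2 fold change went from -1.77 to -0.86 for Hoxa6 and from -1.30 to -0.40 for Hoxd10. Hoxa6 was at -0.66 with log2(RPKM + 1), which understates changes of low genes, and at -0.70 with voom. The median of all autosomal genes was 0.00 as deposited and with TMM or median-ratio factors.

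The posterior Hox set was lower in MommeD43 in each alternative, and moved under 0.05 in 11 of 23. The adjusted p was 0.00335 with voom, 0.00200 with voom and quality weights, 0.0306 with sex as a covariate, 0.00245 with females alone, 0.00148 with camera at a preset correlation, 0.0286 with a trend in fry, 0.00999 for the median over 720 orders and 0.0122 with roast. The call with a preset correlation did not hold with camera's estimated correlation (0.109) or under fry as reported. With posterior genes defined as groups 6 to 13 the value was 0.314. The median log2 fold change of the set went from -0.36 to -0.21 without 1 library each, and was -0.14 with log2(RPKM + 1) and -0.51 with voom. Without 1 library each the adjusted p went from 0.0171 without MommeD43 replicate 1 to 0.405 without WT replicate 2. The rank correlation went from -0.61 to -0.33 in those fits, and the lowest size was without MommeD43 replicate 2. The cause was not tested, apart from the order of the libraries, which by itself moved the posterior value across the threshold.

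Other sets changed direction around medians near 0. All Hox genes turned to higher with quality weights (0.845) and with females alone (0.534), and ranged from 0.194 to 0.936 without 1 library each, with the direction changed in 1 of those 6 fits. Central Hox genes turned to lower with camera (0.939 with estimated and 0.884 with preset correlation) and roast (0.983), and ranged from 0.132 to 0.986, with the direction changed in 3 of the 6 fits. Anterior Hox genes kept their direction in the 6 fits, from 0.147 to 0.831. Protocadherins turned to lower with voom (0.819), and ranged from 0.147 to 0.936, with the direction changed in 3 of the 6 fits. The Snrpn cluster moved under 0.05 with sex as a covariate (0.0306) and with females alone (0.0139), and ranged from 0.0236 without WT replicate 1 to 0.790 without WT replicate 2. The test kept its direction in these fits, while the median log2 fold change turned above 0 without WT replicate 2 (0.00) and without WT replicate 3 (0.02). X-linked genes in females moved under 0.05 with voom (0.0355), with quality weights (0.0369), with camera at a preset correlation (0.0107) and for the median over 720 orders (0.0487), and it ranged from 0.0865 to 0.0942 in the 2 fits that could leave out 1 library. It did not pass with camera's estimated correlation (0.105), roast (0.0726) or a trend in fry (0.0846). The causes were not tested.

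With all 6 libraries, the SD ratio of Hoxa6 stayed above percentile 95 in the alternatives run, and that of Hoxd10 fell to 92.6 with log2(RPKM + 1). Without 1 library each, the percentile went from 41.8 (without MommeD43 replicate 2) to 98.8 for Hoxa6 and from 5.2 (without MommeD43 replicate 1) to 99.2 for Hoxd10. In these lowest cases the ratio was under 1. Both genes were also under 95 without WT replicate 2 (90.4 and 84.2) and without WT replicate 3 (89.0 and 88.0). Such fits leave 2 libraries in a group, and fewer samples by themselves make an SD less certain. The number of genes with a different effect between the sexes rose from 33 to 78 without the filter, to 51 with log2(RPKM + 1), to 112 with voom and to 165 with quality weights. It fell to 24 with a mean of at least 10 reads, and was 38 with log2(RPKM + 0.1) and 33 with either set of scaling factors. The cause was not tested.

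With the replicate block, 0 autosomal genes passed, the posterior Hox set was at 0.0946 and the Snrpn cluster at 0.0946. Deviations of libraries with the same number correlated at -0.03, 0.17 and -0.17. Replicate 1 of both groups came from the same mother by the labels, whereas replicates 2 and 3 share only a number, so that the block as a whole does not pair the embryos. Planned count models (edgeR quasi-likelihood and exact tests, DESeq2) and prior counts of 2 and 0.25 were not run, as the deposited values are not counts. They were not tried on the recovered reads either. Fits for X-linked genes that would leave 1 library in an arm were not run. Depth limits the precision of low genes in shallow libraries: 6 reads of Hoxa6 in the shallowest library give an exact interval of 0.230 to 1.36 RPKM.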

Other observations

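The tests on the number of genes, the order of the libraries, less posterior tissue, dilution by other tissue, the remaining Hoxa genes, the splits for the rank correlation and the Snrpn cluster, and the coherence of marker lists were chosen after the results they bear on had been seen.

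The number of autosomal genes was compared with other groupings of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 8 gave at least the 324 autosomal genes at an unadjusted p under 0.05 that the genotypes gave. The split of WT replicate 1, MommeD43 replicate 1 and MommeD43 replicate 3 against the others gave 2066 such genes, 7 of them past an adjusted p of 0.05. For sets, the number of the 10 splits with a value as small as that of the genotypes was 6 for all Hox genes, 2 for anterior, 9 for central, 9 for protocadherins and 3 for the Snrpn cluster. With 10 splits no share under 0.1 can be reached.

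The lower posterior Hox genes in MommeD43, with a median log2 fold change of -0.35 that was -0.21 without MommeD43 replicate 2, were weighed against technical explanations. A difference in library depth as the whole cause is argued against by thinning each library to 10325000 gene reads. Over 20 draws the median unadjusted set value (fry) was 0.0164, against 0.00843 without thinning, and it was under 0.05 in 19. The median log2 fold change after thinning was smaller in size, at -0.29. GC content or gene length bias is argued against by removing the trend of each library on both, which left an unadjusted value of 0.00305. Of 10000 random sets matched on expression, 0% had a median as low. The posterior set had already been described as lower from these same libraries, so it was not picked as the random sets were. Less posterior tissue in the MommeD43 dissections is argued against by the tailbud progenitor markers, since 0 of the 11 had a log2 fold change as low as the posterior Hox median, and they ranged from -0.20 to 0.10 with a median of -0.01. The presomitic mesoderm markers had a median of 0.07. Dilution by RNA of other tissues is argued against by the anterior and central Hox genes, of which 1 of 23, Hoxa6, was as low. Chance stays open: 1 of the 10 splits gave a set value as small, the genotypes themselves, and for the rank correlation with paralogue group it was also 1 of 10. The order of the libraries in the set test decides on which side of 0.05 the adjusted value falls, under it in 672 of 720 orders. A small genotype effect may be present, as a hypothesis, which these 6 embryos do not separate from variation between embryos or mothers.

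Hoxa6 and Hoxd10 spread more among the 3 MommeD43 than among the 3 WT embryos, but the percentile of the SD ratio fell under 95 in 3 of the 6 fits that left out 1 library, for each gene. It was lowest for Hoxa6 without MommeD43 replicate 2 (41.8) and for Hoxd10 without MommeD43 replicate 1 (5.2). A difference in library depth cannot be excluded as a cause of the high percentiles. After thinning to equal depth, the median percentiles were 95.3 for Hoxa6 and 96.8 for Hoxd10. In 11 of 20 draws for Hoxa6 and 13 of 20 for Hoxd10 the percentile stayed at 95 or more. Counting error as the whole cause of the spread is argued against by the MommeD43 reads, which departed from the shares of the library totals. The exact multinomial test gave an unadjusted p of 9.7e-05 for Hoxa6 and 0.0073 for Hoxd10, against 0.61 and 0.38 in WT. By the same test Hoxc10 had 0.036 in MommeD43 and 0.27 in WT, whereas Hoxd13 went the other way, with 0.31 in MommeD43 and 0.00030 in WT. Spread beyond counting error was thus not limited to MommeD43. Hoxa6 and Hoxd10 were singled out from these same libraries. A change over the whole Hoxa cluster is argued against by the other 10 tested Hoxa genes, whose SD ratios had a median percentile of 48.9, with 0 of them at 95 or more. Hoxa5 and Hoxa7, which flank Hoxa6, were at percentiles 40.6 and 91.6. A biological difference between MommeD43 embryos stays open and untested.

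Blood and yolk sac genes differed many-fold between libraries without following genotype across all 6 libraries. Among the females, the yolk sac genes did follow genotype. Their median deviation was 0.79 and 1.10 in WT replicates 2 and 3, and -1.56 and -1.66 in MommeD43 replicates 2 and 3. The males went the other way, with -0.12 in WT replicate 1 and 1.55 in MommeD43 replicate 1. The embryonic globin Hbb-bh1 was at 2.63, 299.9 and 112.7 RPKM in WT replicates 1, 2 and 3, and at 7.89, 123.6 and 9.85 RPKM in MommeD43 replicates 1, 2 and 3. Afp was at 15.9, 35.4 and 45.6 RPKM in WT and at 64.0, 10.04 and 4.54 RPKM in MommeD43, and Ttr went from 12.6 RPKM in MommeD43 replicate 2 to 108.0 RPKM in MommeD43 replicate 1. RNA of other tissues in the dissections is a candidate explanation. The 9 primitive blood and the 9 yolk sac genes rose and fell together across libraries. Their mean pairwise correlations were 0.59 and 0.90 across genes of each list, and the lower of the 2 lists lay at percentile 100 of 10000 matched random sets. The tailbud progenitor list reached a correlation of 0.54 at percentile 99.99, and the presomitic mesoderm list 0.34 at percentile 98.8. A high percentile therefore does not by itself point to RNA of other tissues. Of the yolk sac genes 1 is also on the endoderm list, and how many of these genes the tailbud itself expresses is not known here. The decidua and trophoblast list, picked from genes that varied, had a correlation of 0.69 and a median log2 fold change of 1.18. Prl3d1 went from no read in WT replicate 2 to 14.3 RPKM in MommeD43 replicate 2. Median log2 fold changes were -0.96 for blood and -1.04 for yolk sac. Of 18 lists tested with fry, 0 passed an adjusted p of 0.05, and 1 had an unadjusted value under 0.05. This was the list of Notch clock genes, named after its value was seen, with a median of 0.10 and an adjusted p of 0.108.

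X-linked genes were slightly lower in MommeD43 females. Of 10000 sets of autosomal genes matched on expression and length, 0% had a median as low, which argues against expression level and length as the whole cause. Blood or yolk sac RNA cannot be excluded: leaving out the 146 X-linked genes that followed either list left 360, with a median of -0.01 and an unadjusted set value of 0.263, but this also removes genes that follow genotype by chance. The 4 females came from 4 different mothers, so that mother and genotype were not separated in this comparison.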
